# Gene expression profiling of macrophages: implications for an immunosuppressive effect of dissolucytotic gold ions

**DOI:** 10.1186/1476-9255-9-43

**Published:** 2012-11-09

**Authors:** Oliver Seifert, Andreas Matussek, Florence Sjögren, Robert Geffers, Chris D Anderson

**Keywords:** Gold, Macrophages, Inflammation, Rheumatoid arthritis

## Abstract

**Background:**

Gold salts has previously been used in the treatment of rheumatoid arthritis but have been replaced by biologicals such as TNF-α inhibitors. The mechanisms behind the anti-inflammatory effect of metallic gold ions are still unknown, however, recent data showed that charged gold atoms are released from pure metallic gold implants by macrophages via a dissolucytosis membrane, and that gold ions are taken up by local macrophages, mast cells and to some extent fibroblasts. These findings open the question of possible immunomodulatory effects of metallic gold and motivate efforts on a deeper understanding of the effect of metallic gold on key inflammatory cells as macrophages.

**Methods:**

Human macrophage cells (cell line THP-1) were grown on gold foils and intracellular uptake was analysed by autometallography. The impact of phagocytised gold ions on viability of THP-1 cells was investigated by trypan blue staining and TUNEL assay. The global gene expression profile of THP-1 cells after incorporation of gold ions was studied using microarray analysis comprising approximately 20,000 genes. The gene expression data was confirmed by measurement of secreted proteins.

**Results:**

Autometallography showed intracellular uptake of gold ions into THP-1 cells. No significant effect on viability of THP-1 cells was demonstrated. Our data revealed a unique gene expression signature of dissolucytotic THP-1 cells that had taken up gold ions. A large number of regulated genes were functionally related to immunomodulation. Gold ion uptake induced downregulation of genes involved in rheumatoid arthritis such as hepatocyte growth factor, tenascin-C, inhibitor of DNA binding 1 and 3 and matrix metalloproteinase 13.

**Conclusion:**

The data obtained in this study offer new insights into the mode of action of gold ions and suggest for the investigation of effects on other key cells and a possible future role of metallic gold as implants in rheumatoid arthritis or other inflammatory conditions.

## Background

The “noble” metal gold has been used in medicine over a long period, most recently in the treatment of rheumatoid arthritis (RA) [1-3]. Unpredictability of response to gold salts, occurrence of side effects and competition from modern effective but often expensive pharmaceuticals (e.g. biologics) have been problems hindering a broader therapeutic use of gold. Gold metal implants have also been used in veterinary medicine [4] and new immunological data from animal research provides deeper understanding of the potential therapeutic effects of gold [5-8]. Gold nanoparticles have been shown to have antiangiogenic properties [9] and use of gold nanoparticles in new oncology methods [10] is another area of recent development.

Despite the use of gold in both human and veterinary medicine the possible mechanism of action of gold is yet not fully understood. Gold ions have been shown to inhibit the lysosomal enzymes of phagocytotic cells [11], to decrease the number of macrophages in the synovial membrane [7] and to reduce production of pro-inflammatory cytokines in cell culture [12]. Danscher was the first to show that charged gold atoms are released from pure metallic gold implants [13]. He and his group demonstrated that macrophages home in on the bio-membrane that covers metallic gold implants. Gold ions are released from the metallic gold surface into the ‘dissolution membrane’ under the sway of the adhering macrophages [14].

Synovial macrophages are key players in RA [15]. They are involved in the initiation and perpetuation of inflammation, leukocyte adhesion and migration, matrix degradation and angiogenesis. Macrophages express adhesion molecules, chemokine receptors and other surface antigens and secrete a number of chemokines, cytokines, growth factors, proteases and other mediators. Macrophages and their products are key players in the pathogenesis of RA and other inflammatory diseases and may be promising therapeutic targets [16].

Autometallography (AMG) has enabled the observation of movement of gold ions from the dissolution membrane to the intercellular environment from which they enter macrophages, mast cells and other cells in the local environment [13]. Presence of gold both in the intercellular space and within cells has been demonstrated in animal studies [13,17]. It has also been noted that ionisation occurs more rapidly in inflamed tissue than in normal tissue, and that the greater the surface area the greater the ionisation of gold [18].

The aim of the present paper was to study whether the human macrophage cell-line THP-1, which shares many properties with human monocyte-derived macrophages, grown on gold foils of 24-carat gold could lead to liberation and cellular incorporation of gold ions and whether this process was associated with changes in gene expression and subsequent protein secretion and cell viability.

## Methods

### Cell culture

The human macrophage cell line THP-1 (European Collection of Cell Cultures, ECACC) shares many properties with human monocyte-derived macrophages. THP-1 cells were maintained under standard culture conditions as previously described [19-21]. Briefly, cells were grown in HEPES-buffered RPMI 1640 (GIBCO, Invitrogen, Paisley, UK) supplemented with 10% fetal calf serum (PAA, Pasching, Austria), 2 mM L-glutamine (Invitrogen), 100 U/ml penicillin, 1% non-essential amino acids and 0.1 mg/ml streptomycin (Sigma-Aldrich, Deisenhofen, Germany). Cell cultures were maintained at 37°C in a humidified incubator with 5% carbon dioxide. Adherent cells were loosened using a small plastic scraper.

THP-1 cells growing on gold foils (1 mm thick, 99.95 pure gold, size 25 × 25mm, Alfa Aesar, Karlsruhe, Germany) were placed in Petri dishes, 4 cm diameter. 3 ml medium containing 5 × 10^6^/ml cells were added. Cells were harvested after 1, 2, 3 and 4 days. Cells grown directly on the bottom of the standard Petri dishes served as control cells.

### Cells preparing for AMG gold tracing

Prior to AMG gold tracing, the cells growing on gold foils were mechanically loosened in 5 ml cell medium. The cell pellet was resuspended and dispersed onto microscopic slides at 500 g for 3 min by a cytocentrifuge (Cytospin 2, Shandon, Axel Johnson Labsystem, Stockholm, Sweden). The slides were then placed for 1 hour under an UVA lamp (TL20W/09 N with a wave length range 320-400 nm, Philips, Stockholm, Sweden) [13]. Following this reduction of gold by ionization, the slides were then silver enhanced for 1 hour by AMG [17], a process that deposits silver on gold nanoparticles. After 10 minutes in the developer the slides were washed with water and counterstained with 0,5% toluidine blue at pH 4 for 10 min. Following washing the slides were dehydrated in alcohol, mounted and coverslipped.

### DNA microarray hybridization and analysis

RNA from three different experiments was pooled and the mean of two different experiments was calculated. Double quality and integrity of the total RNA was controlled on an Agilent Technologies 2100 Bioanalyzer (Agilent Technologies, Waldbronn, Germany). 500 ng of total RNA were applied for Cy3-labelling reaction using the one color Quick Amp Labeling protocol (Agilent Technologies). Labeled cRNA was hybridized to Agilent’s human 4 × 44k microarrays for 16 hours at 68°C and scanned using the Agilent DNA Microarray Scanner. Expression values were calculated by the software package Feature Extraction 10.5.1.1 (Agilent Technologies). Statistical analysis of the expression data was performed using the Gene Spring Software package (Agilent Technologies). Genes significantly expressed (ANOVA, p < 0.05) and with a fold change ≥ 2 were considered differentially regulated.

### Enzyme-linked immunosorbent assay (ELISA)

Early growth response 1 (EGR1), fatty acid desaturase 1 (FADS1) and lymphotoxin B (LTB) were measured in cell culture media from THP-1 cells grown on gold foils and control cells using specific ELISA’s according to the manufacturer’s instructions (Antibodies-online, Aachen, Germany). Cell culture supernatants from three independent experiments were analysed.

### Determination of cell viability

To analyse the viability of THP-1 cells trypan blue staining blue (Sigma–Aldrich) was performed and to confirm these results the TUNEL assay (ApopTag® Plus Peroxidase *In Situ* Apoptosis Detection Kit, Millipore, Billerica, USA) was performed, according to the manufacturer’s instructions. TUNEL-positive cells are presented as percentage of 100 cells.

### Data analysis

Each experiment was repeated three times. Results are expressed as means ± standard deviation. Differences among groups were analyzed using the students *t*-test and p values < 0.05 were considered significant.

#### Online supplemental material

A complete table of the 1028 differentially regulated genes (FC > 2) is provided as supplementary material (Additional file 1: Table S1). The entire microarray dataset is available at GEO database under Acc. GSE37814 ( http://www.ncbi.nlm.nih.gov/projects/geo/).

## Results

### Gold ions are incorporated by THP-1 cells

Visualisation of metallic gold incorporated by THP-1 cells by AMG tracing showed increased uptake of gold ions (dissolucytosis) in the cultured cells after 4 days growth on gold foils (Figure 1a,b). No significant uptake of gold was seen in cells cultured on gold foils for 1, 2 or 3 days (Figure 1c)

**Figure 1:**
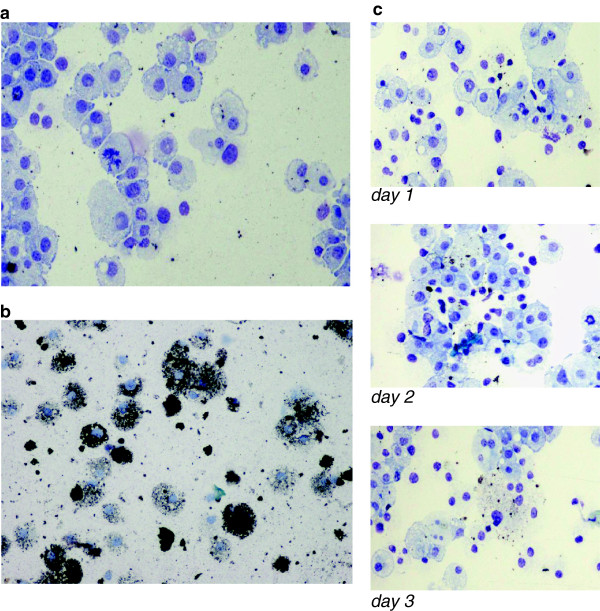
**a: Autometallographic analysis of THP-1 cells cultured without gold contact after 4 days.b:** Autometallographic analysis of THP-1 cells grown on gold foils after 4 days. **c:** Autometallographic analysis of THP-1 cells grown on gold foils after 1, 2 and 3 days.

### Cell viability is not influenced by gold ions

Cell viability was >95% as determined by trypan-exclusion in both cell groups. Our results showed that 14.1% of THP-1 cells were TUNEL test positive in the gold group and 13.2% in the control group, respectively (Figure 2). There was no significant difference in both groups (n = 3, p > 0.05).

**Figure 2:**
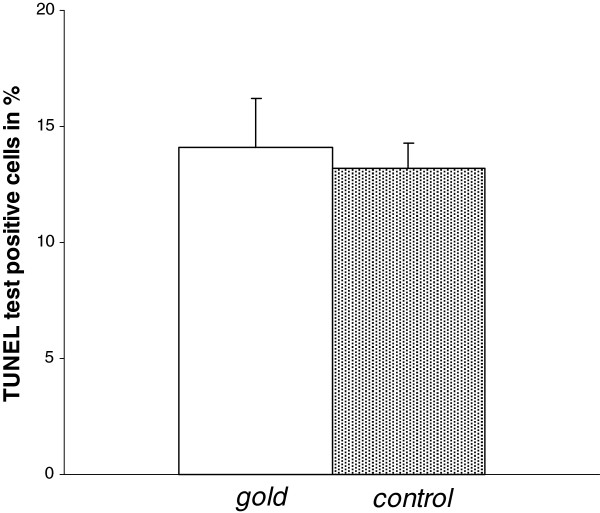
No significant difference in amount of TUNEL test positive THP-1 cells was seen between cells grown on gold foils and control cells in percent after 4 days (n = 3, p > 0.05).

### Dissolucytosis of gold ions effect protein secretion

To determine the effect of gold phagocytosis on the production of three selected secreted proteins specific ELISA’s of cell culture supernatants were performed. Our results showed significant decreased expression of EGR1, LTB and FADS1 (Figure 3, 4, 5) after 4 days in cells that incorporated gold compared to control cells.

**Figure 3:**
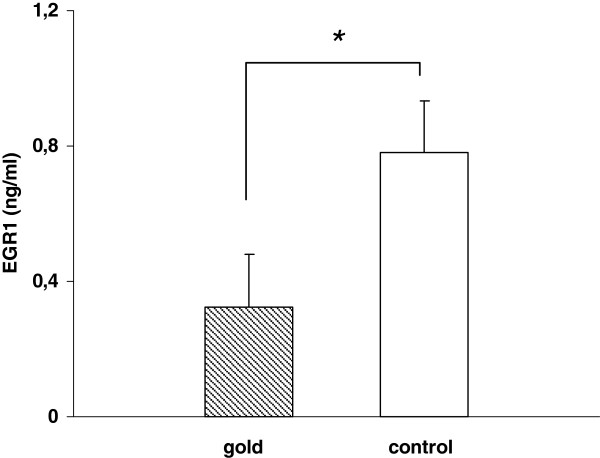
THP-1 cells grown on gold foils showed significant decreased expression of early growth response 1 (EGR1) protein in cell culture supernatants compared with control cells after 4 days (n = 3, p < 0.05).

**Figure 4:**
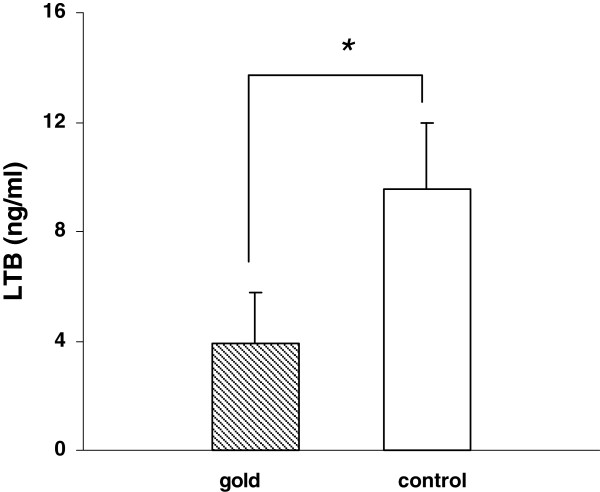
THP-1 cells grown on gold foils showed significant decreased expression of lymphotoxin B (LTB) protein in cell culture supernatants compared with control cells after 4 days (n = 3, p < 0.05).

**Figure 5:**
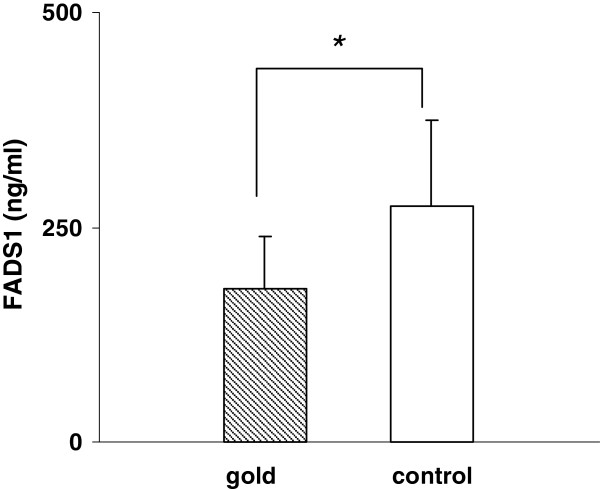
THP-1 cells grown on gold foils showed significant decreased expression of fatty acid desaturase 1 (FADS1) protein in cell culture supernatants compared with control cells after 4 days (n = 3, p < 0.05).

### Genes involved in rheumatoid arthritis and inflammation are regulated by dissolucytosis of gold ions

Analysis of the 20 000 genes investigated by DNA microarray revealed a total of 1028 (fold change (FC) ≥ 2) respectively 156 (FC ≥ 3) differently regulated genes in THP-1 cells cultured on gold foils compared to control cells without gold contact. Of these 1028 genes 462 were downregulated and 566 upregulated. 

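The microarray experiment compared THP-1 cells cultured on gold foils with control cells grown directly on the bottom of standard Petri dishes. The paper describes THP-1 as a human macrophage cell line and names its sole use as a limitation. RNA from 3 experiments was pooled for each array, and 2 pools per group were hybridized, giving 2 control arrays and 2 gold arrays. The paper's text does not name the day of harvest for the arrays. 500 ng of total RNA was labelled with Cy3 and hybridized to Agilent one-colour arrays with 41000 gene probes of 60 bases. Of these probes, 264 were spotted 10 times on each array and the others once. The control array and the gold array with the same replicate number lay on the same slide, the control array at position 1 and the gold array at position 2 on both slides. The authors deposited the spot intensities from Feature Extraction, which removes background, corrects spatial trends and replaces low values by a positive surrogate value, without normalization between arrays. They also deposited a log2 table whose differences between arrays equal those of the log2 intensities less 1 constant per array. Probes well above background by the scanner's flag made up 40.5% and 37.9% of the probes on the control arrays and 31.9% and 29.6% on the gold arrays, and 28.8% on all 4 arrays. The median intensity of the gene probes was 3.86 and 2.57 on the control arrays against 1.79 and 1.61 on the gold arrays. Spots with outlier flags were left out, and the 40983 probes with a spot left on every array were tested. Each log2 intensity was set against the 75th percentile of the probes well above background on all 4 arrays, and limma compared the groups probe by probe with 2 residual degrees of freedom. No low values were filtered out. The number of arrays limits the precision: an exact two-sided permutation test of 2 arrays against 2 cannot give a p below 0.333. Genome positions refer to hg18, the build of the array's annotation.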

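At FC ≥ 2 with an unadjusted limma p under 0.05, 14951 of the 40983 probes were differently regulated, of which 14559 were upregulated and 392 downregulated. Without the p, 16069 probes reached FC ≥ 2. The Benjamini-Hochberg adjusted p was under 0.05 for 17481 probes, 16057 of them higher and 1424 lower on gold foils. This adjustment runs over all probes together, so the many dim probes described below lower the adjusted p of every probe. With quantile normalization 0 probes had an adjusted p under 0.05. Counts depended on the brightness of the probes. Of the 23630 probes that were well above background on no array, 14393 were past the rule, 14379 of them upregulated. These made up 96.3% of all probes past the rule. Before scaling the 23630 probes had a median log2 difference of -0.0046, and 23 of them were past the rule as risen. Their count as upregulated thus came with the scaling. Among the 11782 tested probes well above background on all 4 arrays, 281 were past it, 167 upregulated and 114 downregulated. The 5571 probes well above background on 1 to 3 arrays went the other way, with a median log2 fold change of -0.25. Of these, 277 were past the rule, 13 upregulated and 264 downregulated. The gold arrays were dimmer, so this class selects for probes lost on them, and its direction follows in part from its definition. It holds 264 of the 392 downregulated probes. The median log2 fold change was 0.54 over all probes, 1.07 over the probes well above background on no array and 0.02 over those well above background on all 4. Leaving out an array changed both directions: without control replicate 2, 4948 probes were upregulated and 860 downregulated, and without gold replicate 1, 13904 and 854. Background removal by normexp with an offset of 50 gave 30432 probes, with 30400 upregulated and 32 downregulated. The same offset on every array, followed by scaling up the dimmer gold arrays, lifts dim probes there by construction. Quantile normalization gave 353 upregulated and 636 downregulated probes. Scaling to each array's median gave 2662 upregulated and 1350 downregulated probes.

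**Figure D1:**
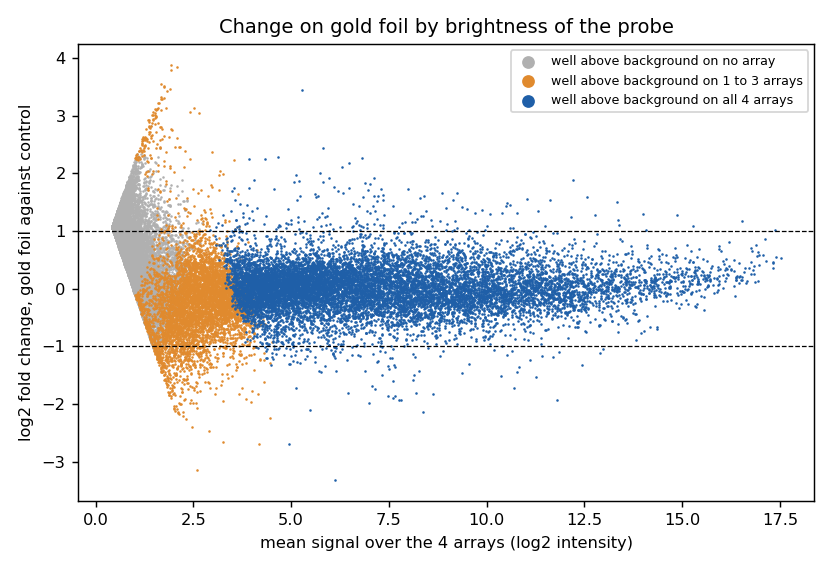
Log2 fold change of each probe (gold foil minus control, after scaling) against its mean log2 intensity over the 4 arrays, with probes coloured by the number of arrays on which they were well above background. The probes well above background on no array lie at the left with a median of 1.07, and those well above background on all 4 arrays lie around 0.02.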

In the gene group with a FC ≥ 3 54 genes were upregulated and 102 genes were downregulated. 

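At FC ≥ 3 with an unadjusted limma p under 0.05, 555 probes were past the rule, 481 upregulated and 74 downregulated, and 884 probes reached FC ≥ 3 without the p. Under quantile normalization 67 upregulated and 143 downregulated probes were past the same rule, and with the array median 362 and 198. Of the probes well above background on all 4 arrays, 39 were upregulated and 19 downregulated at FC ≥ 3. The array left out changed the count of 555 over all probes by more than 1.5 times: it was 354 without control replicate 2, 974 without gold replicate 2 and 1444 without gold replicate 1. The 74 downregulated probes became 162 without control replicate 1, 218 without control replicate 2, 263 without gold replicate 1 and 104 without gold replicate 2.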

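Among the probes well above background on all 4 arrays and changed in the same direction on both slides, the largest rise was at a probe for the transcript AA043564, on chromosome 14 from 68410817 to 68410876. Its log2 fold change was 3.45 (standard error 0.14). It was followed by CDH12 (chromosome 5, 21787869 to 21787928) with 2.44 and by the probe A_24_P931598 (chromosome 5, 176690391 to 176690450), which the annotation assigns to no gene, with 2.28. INHBA was represented by 2 probes with log2 fold changes of 2.25 and 2.11. The largest falls were at DMPK (chromosome 19, 50964861 to 50964920), CHMP4B (chromosome 20, 31902465 to 31902524), SEPP1, RCAN2 and DOCK8 (chromosome 9, 436371 to 436430). DMPK fell by 3.32 on the log2 scale (standard error 0.12), CHMP4B fell by 2.69, SEPP1 fell by 2.13, RCAN2 fell by 2.11 and DOCK8 fell by 1.99. NR4A1 also belonged to the 5 largest rises. Each had a limma adjusted p of 0.0102, the smallest of the comparison. CDH12, CHMP4B and DOCK8 had other probes that were not well above background on all 4 arrays and did not show these changes. The other NR4A1 probe had a log2 fold change of 0.24. Of these genes only INHBA had its change at 2 probes well above background on all 4 arrays. With normexp background the falls of CHMP4B (log2 fold change -0.12, limma adjusted p = 0.780) and RCAN2 (-0.18, limma adjusted p = 0.674) were nearly gone, and DMPK was at -1.145, SEPP1 at -1.63 and DOCK8 at -0.90. The normexp offset lifts dim probes of the gold arrays by construction, so these smaller falls decide nothing. The rises were smaller too: AA043564 was at 2.11, CDH12 at 1.78, NR4A1 at 1.83, A_24_P931598 at 1.55 and INHBA, by the probe with 2.25, at 1.51.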

A complete list of these regulated genes is provided as supplementary material (Additional file 1: Table S1). Among these genes hepatocyte growth factor (HGF), tenascin-C (TNC), inhibitor of DNA binding 1 and 3 (ID1 and 3) and matrix metalloproteinase 13 (MMP13) were of special interest since they were downregulated by gold dissolucytosis and they are directly involved in RA pathogenesis.

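ID1 and ID3 were well above background on all 4 arrays. The level of ID1, as log2 intensity relative to the 75th percentile, was -1.95 ± 0.02 (SD, n = 2) on the control arrays and -3.76 ± 0.12 (SD, n = 2) on the gold arrays. Its log2 fold change was -1.80 (standard error 0.12, limma adjusted p = 0.0102). ID3 had a level of -0.76 ± 0.01 (SD, n = 2) in control cells and -2.66 ± 0.06 (SD, n = 2) on gold foils, a log2 fold change of -1.89 (standard error 0.10) with the same adjusted p. HGF was represented by 3 probes that differed. The brightest, A_23_P93780, was well above background on all 4 arrays with a log2 fold change of 0.28 (standard error 0.25, limma adjusted p = 0.466), within the spread between the arrays. Its gold array was the higher one on both slides, with log2 ratios of 0.21 and 0.35. A_23_P93787 was well above background on both control arrays and no gold array, and was at least 1.12-fold lower on gold foils. The bound sets the control mean against the mean of the lowest log2 intensity that was well above background on each gold array. The third HGF probe was well above background on both control arrays and 1 gold array. TNC and MMP13 were well above background on both control arrays and no gold array. For TNC no bound can be given: on both control arrays its level lay under the lowest level that was well above background on the gold arrays. For MMP13 the bound was at least 1.006-fold lower on gold foils. On control replicate 1 its level too lay under the lowest level that was well above background on the gold arrays. With normexp background the fitted direction of TNC and MMP13 reversed, ID1 was at -0.54 (limma adjusted p = 0.197), ID3 at -1.12 (limma adjusted p = 0.0267) and A_23_P93780 of HGF at 1.16 (limma adjusted p = 0.0267). Over all probes the median log2 fold change was 1.24 there, since the offset lifts dim probes of the gold arrays by construction. The reversals and weaker falls thus do not decide whether these genes fell.

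**Figure D2:**
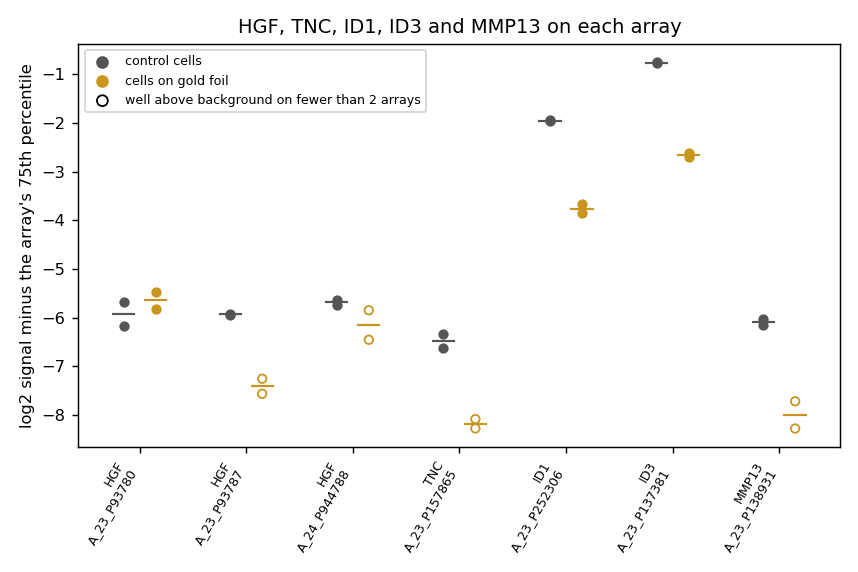
Log2 intensity relative to the 75th percentile on each control and gold array for HGF, TNC, ID1, ID3 and MMP13. Points are arrays and bars are group means, with 2 arrays per group. Hollow points stand for groups in which the probe was well above background on fewer than 2 arrays, and the gold arrays of ID1 and ID3 lie below the control arrays.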

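All 34 inflammation genes of Table 1 had a probe on the array, 33 found by symbol and 1 by gene ID. With the brightest probe of each gene, 29 had the direction the table gives, 13 of the 16 listed as downregulated and 16 of the 18 listed as upregulated. That probe was well above background on all 4 arrays for 19 genes, of which 16 had the table's direction and 8 also reached FC ≥ 2. For 11 genes it was well above background on no array. At FC ≥ 2 with an unadjusted limma p under 0.05, 15 of the genes were past the rule in the table's direction. Under the deposited log2 values and with the array median 21 were, more than under any other alternative. The adjusted p was under 0.05 over all probes for 21 genes in the table's direction, of which 13 were well above background on all 4 arrays and 7 on no array, and for 1 in the other direction. When adjusted over the list alone it was 21 and 2, which is not independent evidence, since the study chose the genes on these samples. The adjusted p over all probes is itself lowered by the dim probes that the scaling moved. The 5 genes whose brightest probe went the other way were CLEC4M, IRF7, CTSE, HLA-DOA and BCL11A, of which CLEC4M alone had an adjusted p under 0.05 over all probes.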

To study the effect of incorporated gold ions on inflammation a subanalysis of a cluster of genes involved in inflammation was performed and revealed differential regulation of 34 genes (FC ≥ 2, 16 downregulated and 18 upregulated genes, Table 1). A major group of genes encode for proteins with immune regulatory functions as LTB, EGR1, FADS1 and other genes are substantially involved in RA as fas-ligand (FASLG) and CLC5A.

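LTB, EGR1, FADS1, FASLG and CLEC5A each had a brightest probe well above background on all 4 arrays. LTB was downregulated with a log2 fold change of -1.504 (standard error 0.10, limma adjusted p = 0.0102). EGR1 was downregulated with -1.92 (standard error 0.22) at the same adjusted p. FASLG was upregulated with 1.92 (standard error 0.10). The fall of FADS1 was smaller, with a log2 fold change of -0.79 (standard error 0.11, limma adjusted p = 0.0107), and so was that of CLEC5A, with -0.86 (standard error 0.13, limma adjusted p = 0.0131). FADS1, FASLG and CLEC5A each had another probe that was well above background on no array. Taking the mean over both probes reversed the direction of FADS1 and of CLEC5A, and normexp background reversed FADS1. The normexp offset lifts dim probes of the gold arrays by construction, so its reversal of FADS1 decides nothing. With normexp background the log2 fold change was -1.16 for EGR1, -1.48 for LTB, 1.55 for FASLG and -0.87 for CLEC5A. Of the 12 genes that the paper's text names as regulated, 11 had an adjusted p under 0.05 over all probes, and 11 when adjusted over the list alone, which is not independent evidence. Of the 11, 8 were well above background on all 4 arrays and 2, TNC and MMP13, on no gold array. Dim probes moved by the scaling lower the adjusted p over all probes. Under quantile normalization 0 of the 26 genes and probes named here had an adjusted p under 0.05.

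**Figure D3:**
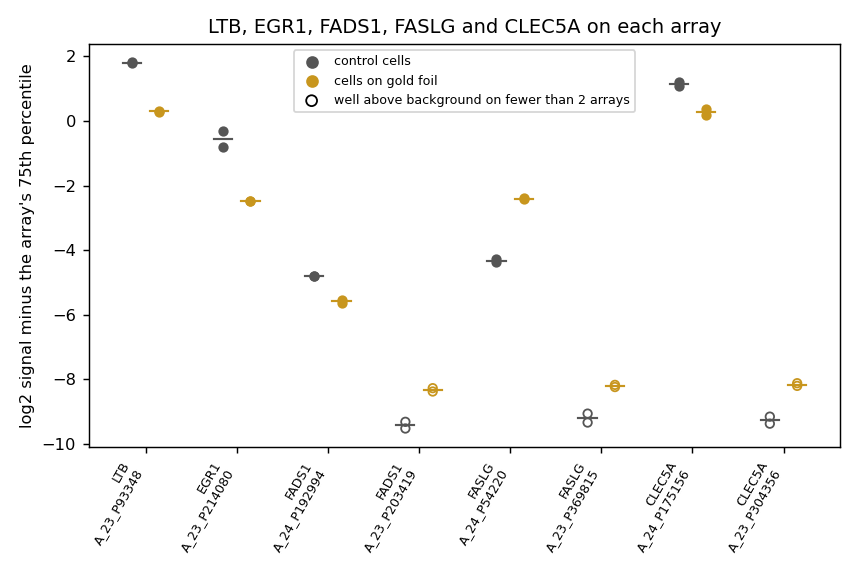
Log2 intensity relative to the 75th percentile on each control and gold array for the genes named in the text as immune regulatory. In the brightest probes of LTB, EGR1, FADS1 and CLEC5A the gold arrays lie below the control arrays (reversed for FADS1 with normexp background), and in FASLG they lie above them. Points are arrays, bars are group means, and hollow points stand for groups in which the probe was well above background on fewer than 2 arrays.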

**Table 1:** Selected genes involved in inflammation differentially regulated (FC ≥ 2) in THP-1 cells after dissolucytosis of gold compared to control THP-1 cells

**Fold change**	**Regulation**	**GeneSymbol**	**EntrezGene**
2,1	down	CLEC5A	23601
2,7	up	LAT	27040
2,0	down	VISA	57506
2,0	up	LTBR	4055
4,2	down	MYST3	7994
2,7	down	CLEC4M	10332
2,3	down	IRF7	3665
3,0	Down	FADS1	3992
2,1	up	IFI27	3429
3,3	up	CXCL12	6387
2,2	up	CD86	942
2,5	down	CCL26	10344
2,1	up	OLR1	4973
2,5	up	MS4A1	931
2,1	up	CLEC7A	64581
2,1	up	CTSE	1510
2,0	down	IGHD	3495
3,7	up	INHBA	3624
2,2	up	TCF12	6938
4,4	down	EGR1	1958
2,9	up	CPLX2	10814
2,0	down	FEZ2	9637
3,2	up	FASLG	356
3,3	down	LTB	4050
2,5	up	HLA-DOA	3111
2,1	down	ETS1	2113
2,5	up	CTSS	1520
2,7	up	IL1F8	27177
2,2	down	IGSF6	10261
2,6	up	HLA-C	3107
2,6	down	C1QB	713
2,9	up	CCRL1	51554
4,9	down	BCL11A	53335
2,5	down	DOCK2	1794

## Discussion

Presently, the use of gold salts in the treatment of RA is of little clinical interest in western countries due to the common occurrence of side effects and relatively low and unpredictable efficacy [22]. However, gold ions, dissolucytotically released from metallic gold implants, have been shown to be anti-inflammatory [18,23-26]. Together with recent findings of decreased articular pain and inflammation in veterinary use [6,8], it is of interest to analyse the mode of action of metallic gold which can be applied to specific points of inflammation without systemic effects.

The aetiology of RA remains unknown, however, many cell types such as macrophages, lymphocytes and fibroblasts, and cytokines have been implicated in the pathogenesis of RA [27]. A key role for macrophages has been suggested, in part by successful treatment with blockade of TNF-α. In inflamed tissue TNF-α production is widely performed by activated macrophages [28]. In RA, the number of macrophages in the synovial tissue correlates to the degree of joint erosion [29], and increased number of macrophages are an early hallmark of active disease [30]. Some mechanisms have been put forward to explain the efficacy of gold salts in RA, including direct effects on synovial macrophages since gold salts are predominantly uptaken by macrophages [31]. However, the exact mode of action of gold in RA and other conditions having pathogenetic similarities is still unclear.

A limitation in the present study is the sole use of the human THP-1 cell line which shares many properties with human monocyte-derived macrophages [32] but does not resemble monocytes-macrophages isolated from human donors. This has been taken into account interpreting the results in this study. Our results showed that THP-1 cells incorporate gold ions bio-released from metallic gold. Gold uptake had no effect on the viability of THP-1 cells indicating that anti-inflammatory effects might not be mediated via macrophage cell death although apoptotic processes cannot totally be excluded since only one apoptotic test was performed in this study. However, we found that uptake of gold modulated the gene expression profile in THP-1 cells, differentially regulating a large number of genes (1028 genes with a FC ≥ 2 and 156 genes with a FC ≥ 3).

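The gold to control ratio was measured once on each of the 2 slides. Across all 40983 probes the log2 ratios of the slides correlated with a Pearson's r of 0.552 and a Spearman's rho of 0.586, and across the 11782 probes well above background on all 4 arrays with 0.821 and 0.791. These correlations are across probes, which are not independent replicates. Normexp background raised the r over all probes to 0.931, and quantile normalization lowered it to 0.248. The normexp offset lifts dim probes of both gold arrays by construction, a shift that the slides share. The standard deviation between the log2 ratios of the slides was 0.18 for probes well above background on all 4 arrays. It was largest, at 0.92, for probes well above background on 1 to 3 arrays, and 0.49 for those on no array. The 10 spike-in transcripts had a median log2 fold change of -0.15 after scaling, with a range of -0.45 to 0.41. From the differently regulated genes, the paper concludes that uptake of gold modulated the gene expression profile of THP-1 cells, and it raises changes in single inflammation genes as possible mechanisms of an anti-inflammatory effect of gold.

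**Figure D4:**
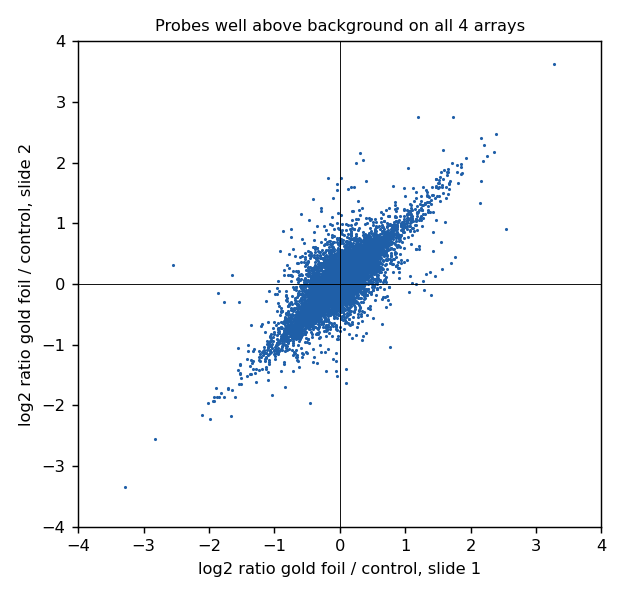
Log2 ratio of gold foil to control on slide 2 against slide 1 for each probe well above background on all 4 arrays. The points follow the diagonal with a Pearson's r of 0.821.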

Since we were most interested in the effect of gold on inflammation we analysed a cluster of genes involved in inflammation and found 34 genes differentially regulated. In this group we found decreased expression of the LTB gene and decreased protein secretion in cell culture supernatants of THP-1 cells after gold uptake. 

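LTB (NCBI gene 4050) was measured by a probe on the minus strand of chromosome 6 from 31656448 to 31656507, with the sequence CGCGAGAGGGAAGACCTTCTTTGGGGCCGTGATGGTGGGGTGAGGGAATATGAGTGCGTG. Its log2 intensity relative to the 75th percentile was 1.82 and 1.79 on the control arrays and 0.29 and 0.30 on the gold arrays. The log2 ratio was -1.52 on slide 1 and -1.48 on slide 2, a fall far larger than the spread between the arrays of a group.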

LTB is involved in chronic inflammation and autoimmunity and LTB antibodies have been tested for inhibiting LTB mediated inflammation [33]. O’Rourke et al. found high levels of LTB gene expression in RA synovium and showed a significant positive correlation between LTB synovial gene expression and pain VAS score. They conclude that LTB may play a role in RA disease pathogenesis by contributing to a more intense inflammatory reaction in the synovium [34]. Both EGR1 gene and protein expression was downregulated in our experiments. 

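The EGR1 (NCBI gene 1958) probe lay on the plus strand of chromosome 5 from 137832790 to 137832849 and had the sequence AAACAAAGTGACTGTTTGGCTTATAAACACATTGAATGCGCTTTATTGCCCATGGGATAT. The control arrays differed, with log2 levels of -0.82 and -0.30 relative to the 75th percentile, while both gold arrays were at -2.48. The slides gave log2 ratios of -1.66 and -2.17, and the fall exceeded the difference between the control arrays.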

Several studies demonstrated the significant role of EGR1 in inflammation [35]. EGR1 protein is expressed in T-cells and is involved in the acute phase of the IL-4 transcription in response to T-cell receptor stimulation [36]. Interestingly, EGR1 is directly involved in TNF-α mediated upregulation of prostaglandin E2 leading to inflammation and arthritis [37]. These results suggest a possible role for gold in the treatment of RA by suppressing expression of LTB and EGR1.

FADS1 gene encodes for delta-5 desaturase, a key enzyme in polyunsaturated fatty acid metabolism catalyzing the production of pro-inflammatory arachidonic acid (AA) and eicosanoids, which are biologically active at very low concentrations [38]. 

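FADS1 (NCBI gene 3992) was represented by 2 probes on the minus strand of chromosome 11. The brighter, from 61323702 to 61323761 with the sequence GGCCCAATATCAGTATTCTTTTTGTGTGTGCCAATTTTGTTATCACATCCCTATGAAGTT, had log2 levels of -4.81 and -4.80 relative to the 75th percentile in control cells, against -5.53 and -5.65 on gold foils. Its log2 ratios were -0.72 on slide 1 and -0.85 on slide 2, short of FC ≥ 2. The other, from 61326148 to 61326207, was well above background on no array, so no change can be given for it.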

Gold exposure of THP-1 cells revealed decreased expression of FADS1 gene and decreased protein secretion. Future studies have to clear a functional role of gold induced suppression of FADS1 gene in inhibiting inflammation.

Our inflammation gene cluster showed decreased CLEC5A expression in THP-1 cells after gold uptake. 

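The brighter CLEC5A (NCBI gene 23601) probe is placed by the annotation on the minus strand of chromosome 7 between 141276451 and 141278011, a stretch longer than the probe, and had the sequence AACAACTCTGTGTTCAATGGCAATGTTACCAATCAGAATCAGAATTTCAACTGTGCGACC. Its log2 levels relative to the 75th percentile were 1.196 and 1.08 on the control arrays and 0.36 and 0.19 on the gold arrays. The ratios of the slides were -0.83 and -0.90 on the log2 scale.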

CLEC5A is a key regulator of synovial injury and bone erosion during autoimmune joint inflammation. Activation of CLEC5A leads to enhanced recruitment of inflammatory macrophages and neutrophils to the joint and promotes bone erosion. Functional blockade of CLEC5A reduces the clinical signs of autoimmune joint inflammation. These findings suggest that CLEC5A may be a therapeutic target for treatment of immune-mediated skeletal disorders [39].

Surgical synovectomy to remove the inflammatory synovium can temporarily ameliorate rheumatoid inflammation and delay the progress of joint destruction. An efficient medically induced programmed cell death (apoptosis) in the rheumatoid synovium might play a role similar to synovectomy but without surgical tissue damage. Gene transfer of FASLG has increased the frequency of apoptotic cells in mouse and rabbit arthritic synovium. A previous study showed that repeated FASLG gene transfer could remove human inflammatory synovial tissue *in situ* and function as a ‘gene scalpel’ for molecular synovectomy to arrest inflammatory synovium at an early stage of RA [40]. 

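FASLG (NCBI gene 356) was measured on the plus strand of chromosome 1 by a probe from 170901687 to 170901746 with the sequence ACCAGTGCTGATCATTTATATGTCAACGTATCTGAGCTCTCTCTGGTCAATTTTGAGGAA. Its log2 levels relative to the 75th percentile were -4.27 and -4.38 on the control arrays and -2.41 and -2.40 on the gold arrays, and the log2 ratios were 1.86 on slide 1 and 1.98 on slide 2. Another FASLG probe, from 170902308 to 170902367, was well above background on no array.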

The results obtained in our study showed that gold uptake induced FASLG gene expression in macrophages.

Interestingly, among the genes strongly regulated with a FC ≥ 3 after dissolucytosis of gold ions several are directly involved in the pathogenesis of RA.

HGF has been shown to inhibit osteoblast differentiation and plasma levels of HGF predict joint damage in RA suggesting that HGF plays a role in RA joint destruction [41]. Other studies are linking HGF to angiogenesis in RA [42] and HGF is highly upregulated in synovial fluids of patients with RA [43]. 

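The 3 probes for HGF (NCBI gene 3082) lay on the minus strand of chromosome 7. A_23_P93780, from 81210011 to 81210070, had log2 levels of -5.67 and -6.16 relative to the 75th percentile on the control arrays and -5.47 and -5.81 on the gold arrays. Its difference between the groups was smaller than the spread between the control arrays. Within the slides the log2 ratio was 0.21 on slide 1 and 0.35 on slide 2. A_23_P93787, spotted 10 times and placed between 81219462 and 81224447, had the sequence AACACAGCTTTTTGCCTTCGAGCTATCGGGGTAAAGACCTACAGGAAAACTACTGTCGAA and control levels of -5.94 and -5.92. The level of A_24_P944788, from 81166945 to 81167004, was -5.74 and -5.63 on the control arrays and -5.85 on gold replicate 1. On gold replicate 2, where it was not well above background, its value was lower, at -6.45.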

Our data revealed strong downregulation of HGF after gold ion uptake implicating a potential new anti-inflammatory pathway of gold.

Expression of inhibitor of differentiation (ID) gene family is considered to be relevant to the pathogenesis of RA, because ID family genes have been shown to play a role in cell proliferation and angiogenesis and it was proposed that inhibition of expression and/or function of ID1 and 3 may potentially be of therapeutic value for conditions associated with pathological angiogenesis [44]. 

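The ID1 (NCBI gene 3397) probe lay on the plus strand of chromosome 20 from 29657819 to 29657878, with the sequence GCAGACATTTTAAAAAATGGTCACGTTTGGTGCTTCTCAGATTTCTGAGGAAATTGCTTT. Its log2 ratio of gold foil to control was -1.90 on slide 1 and -1.71 on slide 2. The ID3 (NCBI gene 3399) probe lay on the minus strand of chromosome 1 from 23758253 to 23758312, with the sequence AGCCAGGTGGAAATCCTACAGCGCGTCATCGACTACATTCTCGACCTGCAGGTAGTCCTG. The ID3 ratios were -1.93 and -1.86. In both genes each gold array was lower than each control array.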

A previous study showed increased mRNA and immunohistochemistry staining of ID1 and 3 in the synovium of RA patients [45] and interestingly, our data showed strong downregulation of ID1 and 3 by gold ion uptake implicating a mode of action for gold.

In a recent publication Midwood et al. revealed TNC as a novel endogenous activator of TLR4-mediated immunity that mediates persistent synovial inflammation and tissue destruction in arthritic joint disease [46]. 

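TNC (NCBI gene 3371) was measured by the probe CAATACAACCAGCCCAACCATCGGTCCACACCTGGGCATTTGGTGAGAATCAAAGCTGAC on the minus strand of chromosome 9 from 116823131 to 116823190. Its log2 level relative to the 75th percentile was -6.32 and -6.62 on the control arrays. Both lie under -6.06 on gold replicate 1 and -6.13 on gold replicate 2, the lowest levels that were well above background there, so a fall was not measurable at this signal.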

Our array results showed strong downregulation of TNC as a result of gold ion uptake. Numerous recent studies highlight the important role of TNC in RA [47-49] supporting our hypothesis that a potential anti-inflammatory effect gold is mediated by suppressing TNC production.

Matrix metalloproteinases are known to contribute to the development of RA [50]. MMP13 has been shown to be associated with synovitis in RA [51] and recently, studies of leflunomide and tacrolimus, two active substances in the treatment of RA, were found to be partly active by suppressing expression of MMP13 [52,53]. This is in line with our findings showing suppression of MMP13 expression by gold.

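MMP13 (NCBI gene 4322) was measured on the minus strand of chromosome 11 from 102320236 to 102320295 by the probe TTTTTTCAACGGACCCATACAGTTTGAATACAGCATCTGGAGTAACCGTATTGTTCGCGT. The log2 level relative to the 75th percentile was -6.15 and -6.02 on the control arrays, close to the background limit of the gold arrays, where the probe was not well above background. With low values set to a floor, its log2 fold change was -0.02.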

The anti-TNF-α antibody adalimumab is used in the treatment of RA and beside blocking TNF-α Adalimumab increases CD36 on human macrophages [54]. Our data revealed upregulation of CD36 in macrophages after gold uptake suggesting a possible anti-inflammatory effect of gold via CD36 upregulation.

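The brighter of 2 CD36 (NCBI gene 948) probes is placed on the plus strand of chromosome 7 between 80140647 and 80141279 and had the sequence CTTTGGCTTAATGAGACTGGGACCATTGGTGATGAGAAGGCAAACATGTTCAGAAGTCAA. It was well above background on both gold arrays and on 1 control array. Its log2 level relative to the 75th percentile was -7.55 and -6.57 in control cells and -5.03 and -5.13 on gold foils. The fitted log2 fold change of 1.98 (standard error 0.39, limma adjusted p = 0.0297) rests on a control value that was not well above background. It was 1.49 without control replicate 1, 2.48 without control replicate 2 and 0.98 with low values set to a floor. The other probe was well above background on no array.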

The nuclear hormone receptors NR4A1 has been implicated in RA and apoptosis. The purine antimetabolite 6-Mercaptopurine (6-MP), which is widely used as an anti-neoplastic and anti-inflammatory drug, induces NR4A1 expression [55]. DeSilva et al. showed that NR4A1 overexpression in T cells attenuates the development and progression of collagen-induced arthritis, CIA, probably by promoting activation-induced T cell apoptosis and by inhibiting collagen type II specific antibody production [56]. Further studies are needed to show whether and how gold induced expression of NR4A1 in macrophages is involved in the anti-inflammatory effect of gold in RA.

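NR4A1 (NCBI gene 3164) had 2 probes on the plus strand of chromosome 12, both well above background on all 4 arrays. The brighter, from 50739445 to 50739504 with the sequence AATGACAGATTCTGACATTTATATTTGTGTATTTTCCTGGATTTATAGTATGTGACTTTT, had a log2 fold change of 2.26 (standard error 0.11, limma adjusted p = 0.0102). Its levels relative to the 75th percentile were -3.63 ± 0.05 (SD, n = 2) on the control arrays and -1.37 ± 0.07 (SD, n = 2) on the gold arrays. The probe from 50735930 to 50735989 had a log2 fold change of 0.24 (standard error 0.27, limma adjusted p = 0.565), within the spread between its arrays. Its log2 ratio was 0.30 on slide 1 and 0.18 on slide 2.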

Beside macrophages T- and B-lymphocytes play an important role in RA [57] and it is of interest to further study the effect of gold ions on the gene expression profile of these cells. A limitation for such studies is that contact hypersensitivity to gold is common. The lymphocyte transformation test (LTT) has been studied in the diagnosis of contact hypersensitivity to gold showing significantly higher stimulation indexes for LTT [58,59] in patients sensitized to gold. Therefore patch testing should be performed in future studies on gold including lymphocytes from human donors.

## Conclusions

The present study revealed a unique gene expression profile of THP-1 cells after uptake of dissolucytotic gold ions indicating possible mechanisms for the anti-inflammatory effect of gold. Further studies are needed to show whether metallic gold might be useful in safe local treatment of inflammatory diseases which would not be associated with the toxicity encountered with systemic gold administration.

## Competing interests

The authors declare that they have no competing interests.

## Authors’ contributions

OS and CA made substantial contributions to conception, design, analysis and interpretation of data and have been involved in drafting the manuscript and revising it critically for important intellectual content. OS carried out the ELISA and TUNEL assay and performed the statistical analysis. AM and RG carried out the microarray analysis, performed statistical analysis and have been involved in drafting the manuscript and revising it critically for important intellectual content. FS carried out autometallography and drafted the manuscript. All authors read the final manuscript and have given final approval of the version to be published.

## Supplementary Material

Additional file 1 **Table S1.** Selected genes differentially regulated (FC ≥ 3) in THP-1 cells after dissolucytosis of gold compared to control THP-1 cells. Click here for file

## References

[B1] BurmesterGRMolecular mechanisms of action of gold in treatment of rheumatoid arthritis--an updateZ Rheumatol20016016717310.1007/s00393017006511475604

[B2] SimonLSYocumDNew and future drug therapies for rheumatoid arthritisRheumatol (Oxford)200039Suppl 1364210.1093/oxfordjournals.rheumatology.a03149311001378

[B3] SimonLSDMARDs in the treatment of rheumatoid arthritis: current agents and future developmentsInt J Clin Pract20005424324910912314

[B4] JaegerGTLarsenSSoliNMoeLTwo years follow-up study of the pain-relieving effect of gold bead implantation in dogs with hip-joint arthritisActa Vet Scand200749910.1186/1751-0147-49-917381835PMC1851017

[B5] CanumallaAJAl-ZamilNPhillipsMIsabAAShawCF3rdRedox and ligand exchange reactions of potential gold(I) and gold(III)-cyanide metabolites under biomimetic conditionsJ Inorg Biochem200185677610.1016/S0162-0134(00)00224-511377697

[B6] BondesonJSundlerRAuranofin inhibits the induction of interleukin 1 beta and tumor necrosis factor alpha mRNA in macrophagesBiochem Pharmacol1995501753175910.1016/0006-2952(95)02030-68615853

[B7] YanniGNabilMFarahatMRPostonRNPanayiGSIntramuscular gold decreases cytokine expression and macrophage numbers in the rheumatoid synovial membraneAnn Rheum Dis19945331532210.1136/ard.53.5.3158017985PMC1005330

[B8] JaegerGTLarsenSSoliNMoeLDouble-blind, placebo-controlled trial of the pain-relieving effects of the implantation of gold beads into dogs with hip dysplasiaVet Rec200615872272610.1136/vr.158.21.72216731702

[B9] MukherjeePBhattacharyaRWangPWangLBasuSNagyJAAtalaAMukhopadhyayDSokerSAntiangiogenic properties of gold nanoparticlesClin Cancer Res2005113530353410.1158/1078-0432.CCR-04-248215867256

[B10] JinHHongBKakarSSKangKATumor-specific nano-entities for optical detection and hyperthermic treatment of breast cancerAdv Exp Med Biol200861427528410.1007/978-0-387-74911-2_3118290338

[B11] PersellinRHZiffMThe effect of gold salt on lysosomal enzymes of the peritoneal macrophageArthritis Rheum19669576510.1002/art.17800901075006477

[B12] TraberKEOkamotoHKuronoCBabaMSaliouCSojiTPackerLOkamotoTAnti-rheumatic compound aurothioglucose inhibits tumor necrosis factor-alpha-induced HIV-1 replication in latently infected OM10.1 and Ach2 cellsInt Immunol19991114315010.1093/intimm/11.2.14310069412

[B13] DanscherGIn vivo liberation of gold ions from gold implants. Autometallographic tracing of gold in cells adjacent to metallic goldHistochem Cell Biol200211744745210.1007/s00418-002-0400-812029492

[B14] LarsenAStoltenbergMDanscherGIn vitro liberation of charged gold atoms: autometallographic tracing of gold ions released by macrophages grown on metallic gold surfacesHistochem Cell Biol20071281610.1007/s00418-007-0295-517549510

[B15] SzekaneczZKochAEMacrophages and their products in rheumatoid arthritisCurr Opin Rheumatol20071928929510.1097/BOR.0b013e32805e87ae17414958

[B16] OkamotoHHoshiDKiireAYamanakaHKamataniNMolecular targets of rheumatoid arthritisInflamm Allergy Drug Targets20087536610.2174/18715280878416519918473901

[B17] DanscherGStoltenbergMSilver enhancement of quantum dots resulting from (1) metabolism of toxic metals in animals and humans, (2) in vivo, in vitro and immersion created zinc-sulphur/zinc-selenium nanocrystals, (3) metal ions liberated from metal implants and particlesProg Histochem Cytochem2006415713910.1016/j.proghi.2006.06.00116949439

[B18] LarsenAKolindKPedersenDSDoeringPPedersenMODanscherGPenkowaMStoltenbergMGold ions bio-released from metallic gold particles reduce inflammation and apoptosis and increase the regenerative responses in focal brain injuryHistochem Cell Biol200813068169210.1007/s00418-008-0448-118542984

[B19] ZdolsekJMOlssonGMBrunkUTPhotooxidative damage to lysosomes of cultured macrophages by acridine orangePhotochem Photobiol1990516776230498010.1111/j.1751-1097.1990.tb01685.x

[B20] BrunkUTDalenHRobergKHellquistHBPhoto-oxidative disruption of lysosomal membranes causes apoptosis of cultured human fibroblastsFree Radic Biol Med19972361662610.1016/S0891-5849(97)00007-59215807

[B21] LiWYuanXNordgrenGDalenHDubowchikGMFirestoneRABrunkUTInduction of cell death by the lysosomotropic detergent MSDHFEBS Lett2000470353910.1016/S0014-5793(00)01286-210722841

[B22] HelliwellPSTaylorWJTreatment of psoriatic arthritis and rheumatoid arthritis with disease modifying drugs – comparison of drugs and adverse reactionsJ Rheumatol20083547247618203324

[B23] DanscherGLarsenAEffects of dissolucytotic gold ions on recovering brain lesionsHistochem Cell Biol201013336737310.1007/s00418-010-0681-220237795

[B24] PedersenMOLarsenAStoltenbergMPenkowaMBio-released gold ions modulate expression of neuroprotective and hematopoietic factors after brain injuryBrain Res201013071131984077710.1016/j.brainres.2009.10.028

[B25] PedersenMOLarsenAPedersenDSStoltenbergMPenkowaMMetallic gold reduces TNFalpha expression, oxidative DNA damage and pro-apoptotic signals after experimental brain injuryBrain Res200912711031131932818910.1016/j.brainres.2009.03.022

[B26] PedersenMOLarsenAPedersenDSStoltenbergMPenkovaMMetallic gold treatment reduces proliferation of inflammatory cells, increases expression of VEGF and FGF, and stimulates cell proliferation in the subventricular zone following experimental traumatic brain injuryHistol Histopathol2009245735861928366610.14670/HH-24.573

[B27] KinneRWStuhlmullerBBurmesterGRCells of the synovium in rheumatoid arthritis. MacrophagesArthritis Res Ther2007922410.1186/ar233318177511PMC2246244

[B28] TraceyDKlareskogLSassoEHSalfeldJGTakPPTumor necrosis factor antagonist mechanisms of action: a comprehensive reviewPharmacol Ther200811724427910.1016/j.pharmthera.2007.10.00118155297

[B29] MulherinDFitzgeraldOBresnihanBSynovial tissue macrophage populations and articular damage in rheumatoid arthritisArthritis Rheum19963911512410.1002/art.17803901168546720

[B30] SinghJAPandoJATomaszewskiJSchumacherHRQuantitative analysis of immunohistologic features of very early rheumatoid synovitis in disease modifying antirheumatic drug- and corticosteroid-naive patientsJ Rheumatol2004311281128515229944

[B31] Vernon-RobertsBDoreJLJessopJDHendersonWJSelective concentration and localization of gold in macrophages of synovial and other tissues during and after chrysotherapy in rheumatoid patientsAnn Rheum Dis19763547748610.1136/ard.35.6.4771087551PMC1006590

[B32] ZetterstromCKJiangWWahamaaHOstbergTAvebergerACSchierbeckHLotzeMTAnderssonUPisetskyDSErlandsson HarrisHPivotal advance: inhibition of HMGB1 nuclear translocation as a mechanism for the anti-rheumatic effects of gold sodium thiomalateJ Leukoc Biol20088331381791397510.1189/jlb.0507323

[B33] RemouchampsCBoutaffalaLGaneffCDejardinEBiology and signal transduction pathways of the Lymphotoxin-alphabeta/LTbetaR systemCytokine Growth Factor Rev20112230131010.1016/j.cytogfr.2011.11.00722152226

[B34] O’RourkeKPO’DonoghueGAdamsCMulcahyHMolloyCSilkeCMolloyMShanahanFO’GaraFHigh levels of Lymphotoxin-Beta (LT-Beta) gene expression in rheumatoid arthritis synovium: clinical and cytokine correlationsRheumatol Int20082897998610.1007/s00296-008-0574-z18379788

[B35] TureyenKBrooksNBowenKSvarenJVemugantiRTranscription factor early growth response-1 induction mediates inflammatory gene expression and brain damage following transient focal ischemiaJ Neurochem20081051313132410.1111/j.1471-4159.2008.05233.x18208539PMC2603292

[B36] LohoffMGiaisiMKohlerRCasperBKrammerPHLi-WeberMEarly growth response protein-1 (Egr-1) is preferentially expressed in T helper type 2 (Th2) cells and is involved in acute transcription of the Th2 cytokine interleukin-4J Biol Chem20102851643165210.1074/jbc.M109.01158519915002PMC2804322

[B37] FahmiHmPGES-1 as a novel target for arthritisCurr Opin Rheumatol20041662362710.1097/01.bor.0000129664.81052.8e15314505

[B38] MartinelliNGirelliDMalerbaGGuariniPIlligTTrabettiESandriMFrisoSPizzoloFSchaefferLFADS genotypes and desaturase activity estimated by the ratio of arachidonic acid to linoleic acid are associated with inflammation and coronary artery diseaseAm J Clin Nutr2008889419491884278010.1093/ajcn/88.4.941

[B39] Joyce-ShaikhBBiglerMEChaoCCMurphyEEBlumenscheinWMAdamopoulosIEHeyworthPGAntonenkoSBowmanEPMcClanahanTKMyeloid DAP12-associating lectin (MDL)-1 regulates synovial inflammation and bone erosion associated with autoimmune arthritisJ Exp Med201020757958910.1084/jem.2009051620212065PMC2839155

[B40] ZhangHGaoGClayburneGSchumacherHRElimination of rheumatoid synovium in situ using a Fas ligand ‘gene scalpel’Arthritis Res Ther20057R1235R124310.1186/ar181116277676PMC1297566

[B41] GrandaunetBSyversenSWHoffMSundanAHaugebergGvan Der HeijdeDKvienTKStandalTAssociation between high plasma levels of hepatocyte growth factor and progression of radiographic damage in the joints of patients with rheumatoid arthritisArthritis Rheum20116366266910.1002/art.3016321360495

[B42] MaruottiNCantatoreFPCrivellatoEVaccaARibattiDAngiogenesis in rheumatoid arthritisHistol Histopathol2006215575661649358510.14670/HH-21.557

[B43] YukiokaKInabaMFurumitsuYYukiokaMNishinoTGotoHNishizawaYMoriiHLevels of hepatocyte growth factor in synovial fluid and serum of patients with rheumatoid arthritis and release of hepatocyte growth factor by rheumatoid synovial fluid cellsJ Rheumatol199421218421897699616

[B44] SakuraiDTsuchiyaNYamaguchiAOkajiYTsunoNHKobataTTakahashiKTokunagaKCrucial role of inhibitor of DNA binding/differentiation in the vascular endothelial growth factor-induced activation and angiogenic processes of human endothelial cellsJ Immunol2004173580158091549453310.4049/jimmunol.173.9.5801

[B45] SakuraiDYamaguchiATsuchiyaNYamamotoKTokunagaKExpression of ID family genes in the synovia from patients with rheumatoid arthritisBiochem Biophys Res Commun200128443644210.1006/bbrc.2001.497411394898

[B46] MidwoodKSacreSPiccininiAMInglisJTrebaulAChanEDrexlerSSofatNKashiwagiMOrendGTenascin-C is an endogenous activator of Toll-like receptor 4 that is essential for maintaining inflammation in arthritic joint diseaseNat Med20091577478010.1038/nm.198719561617

[B47] RuhmannMPiccininiAMKongPLMidwoodKSEndogenous activation of adaptive immunity: Tenascin-C drives IL-17 synthesis in arthritic joint diseaseArthritis Rheum20126472179219010.1002/art.3440122275298

[B48] SofatNRobertsonSDHermanssonMJonesJMitchellPWaitRTenascin-C fragments are endogenous inducers of cartilage matrix degradationRheumatol Int2011329280928172187432610.1007/s00296-011-2067-8PMC3429773

[B49] GohFGPiccininiAMKrausgruberTUdalovaIAMidwoodKSTranscriptional regulation of the endogenous danger signal tenascin-C: a novel autocrine loop in inflammationJ Immunol20101842655266210.4049/jimmunol.090335920107185

[B50] BurragePSMixKSBrinckerhoffCEMatrix metalloproteinases: role in arthritisFront Biosci20061152954310.2741/181716146751

[B51] WernickeDSeyfertCGromnica-IhleEStiehlPThe expression of collagenase 3 (MMP-13) mRNA in the synovial tissue is associated with histopathologic type II synovitis in rheumatoid arthritisAutoimmunity20063930731310.1080/0891693060080770916891219

[B52] MigitaKMiyashitaTIshibashiHMaedaYNakamuraMYatsuhashiHIdaHKawakamiAAoyagiTKawabeYEguchiKSuppressive effect of leflunomide metabolite (A77 1726) on metalloproteinase production in IL-1beta stimulated rheumatoid synovial fibroblastsClin Exp Immunol200413761261610.1111/j.1365-2249.2004.02555.x15320915PMC1809130

[B53] MigitaKMiyashitaTMaedaYAoyagiTKawabeYNakamuraMYatsuhashiHIshibashiHEguchiKFK506 suppresses the stimulation of matrix metalloproteinase 13 synthesis by interleukin-1beta in rheumatoid synovial fibroblastsImmunol Lett20059819419910.1016/j.imlet.2004.11.01415860218

[B54] BoyerJFBalardPAuthierHFauconBBernadJMazieresBDavignonJLCantagrelAPipyBConstantinATumor necrosis factor alpha and adalimumab differentially regulate CD36 expression in human monocytesArthritis Res Ther20079R2210.1186/ar213317335569PMC1906797

[B55] WansaKDMuscatGETRAP220 is modulated by the antineoplastic agent 6-Mercaptopurine, and mediates the activation of the NR4A subgroup of nuclear receptorsJ Mol Endocrinol20053483584810.1677/jme.1.0173915956351

[B56] De SilvaSHanSZhangXHustonDPWinotoAZhengBReduction of the incidence and severity of collagen-induced arthritis by constitutive Nur77 expression in the T cell lineageArthritis Rheum20055233333810.1002/art.2073615641076

[B57] ChoyEUnderstanding the dynamics: pathways involved in the pathogenesis of rheumatoid arthritisRheumatol (Oxford)201251Suppl 5v31110.1093/rheumatology/kes11322718924

[B58] VamnesJSGjerdetNRMorkenTMoeGMatreRIn vitro lymphocyte reactivity to gold compounds in the diagnosis of contact hypersensitivityContact Dermatitis19994115616010.1111/j.1600-0536.1999.tb06108.x10475515

[B59] ChristiansenJFarmGEid-ForestRAndersonCCederbrantKHultmanPInterferon-gamma secreted from peripheral blood mononuclear cells as a possible diagnostic marker for allergic contact dermatitis to goldContact Dermatitis20065510111210.1111/j.1600-0536.2006.00908.x16930235

# Supplementary material for: Gene expression profiling of macrophages: implications for an immunosuppressive effect of dissolucytotic gold ions
**Source:** J Inflamm (Lond). 2012 Nov 9;9:43. doi: 10.1186/1476-9255-9-43
**Supplement:** Additional file 1 — Table S1. Selected genes differentially regulated (FC ≥ 3) in THP-1 cells after dissolucytosis of gold compared to control THP-1 cells.

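Table S1 holds 156 entries at FC ≥ 3, 102 downregulated and 54 upregulated. A probe was found on the array for 144 of them, 8 by probe name, 119 by symbol, 14 by gene ID and 3 by accession, and none for 12. With the brightest probe of each, 129 had the direction of the table, 86 of 94 listed as downregulated and 43 of 50 listed as upregulated. That probe was well above background on all 4 arrays for 69 entries, 60 of them in the table's direction. In the deposited log2 values, 141 entries had a probe whose fold equalled the table's within 0.05, in the table's direction. That probe was well above background on no array for 30 of the 48 such upregulated entries, and on both control arrays but no gold array for 54 of the 93 downregulated ones. Over all probes the adjusted p of the brightest probe was under 0.05 for 114 of 142 different probes, and for 123 when adjusted over the list alone, which the study chose on these samples. Of the 114, 53 were well above background on all 4 arrays and 59 on no gold array. The adjusted p over all probes is lowered by dim probes that the scaling moved.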

**Table S1** Selected genes differentially regulated (FC ≥ 3) in THP-1 cells after dissolucytosis of gold compared to control THP-1 cells.

How the deposited data were processed for this re-analysis (not part of the article)

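RNA of THP-1 cells cultured on gold foils and of control cells from standard Petri dishes was measured on 4 one-colour Agilent arrays, 2 per group, each with a pool of RNA from 3 experiments. All 4 arrays were used. The AMG, viability and ELISA experiments of the paper were not part of the array data and were left out.

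The authors deposited, for each array, the Feature Extraction output. Its processed signal is an intensity with background removed, spatial trends corrected and low values replaced by a surrogate, with no normalization between arrays. Its mean signal and local background are intensities without further processing. The authors also deposited a table of 41078 probes, of which 41000 are gene probes, with log2 values from GeneSpring. Compared with the log2 processed signals, the differences between arrays in the deposited log2 table deviate by 1 constant per array: -0.57 for control 2, -1.07 for gold 1 and -1.21 for gold 2, each against control 1, close to the differences of the array medians. The baseline of each probe in that table is not stated.

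Each array held 45015 spots, of which 43376 were gene spots, 1486 control spots and 153 negative controls. No gene spot was saturated. Between 99 and 119 gene spots per array had an outlier flag and were left out, and 17 probes with no spot left on some array were dropped. Probes with several spots were given the mean log2 signal of their spots and were called well above background when more than 0.5 of their spots were. On the control arrays 16617 and 15553 probes were well above background, and on the gold arrays 13082 and 12123. For arrays the number of arrays limits the precision. Signal over background limits which changes can be measured, and 23630 probes were well above background on no array.

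The log2 processed signal was set against the 75th percentile of the probes well above background on all 4 arrays. The groups were compared per probe with limma 3.58.1 (lmFit and eBayes, two-sided, 2 residual and 1.38 prior degrees of freedom) in R 4.3.3, with data.table 1.17.8 and jsonlite 2.0.0, and p was adjusted by the Benjamini-Hochberg method over the 40983 probes tested. Counts used the study's fold changes of 2 and 3 with an unadjusted p under 0.05. The paper's methods name ANOVA in GeneSpring and no normalization. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15. Gene names came from the array annotation, and 28940 probes (70.6%) had an NCBI gene.

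The genes named in the text were set by a rule: every gene the paper names as regulated on the arrays, the Table 1 genes whose direction differed from the table, and the 5 risen and 5 fallen probes with the largest log2 fold change among those past the study's rule, well above background on all 4 arrays and changed in the same direction on both slides. Where a gene had several probes, the one with the highest mean log2 signal was used. A probe on both control arrays but no gold array well above background got a bound only.

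Lists of metal response, oxidative stress, pro-inflammatory cytokine, immediate early, BMP and ID target, interferon response, sterol and fatty acid and hypoxia genes were tested with limma's camera at an inter-gene correlation of 0.01, with 1 probe per gene and Benjamini-Hochberg adjustment over the 8 lists.

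The alternatives were normexp background (offset 50), quantile normalization, scaling to the array median, 2 filters on dim probes, a floor for low values, keeping spots with outlier flags, the replicate block, an intensity trend in the variance, the unmoderated one-way test of the methods, leaving out each array, the deposited log2 values, genes in place of probes, the mean over a gene's probes, and fry or an estimated correlation for the lists. These and the tests above were chosen before the data were examined, with 1 exception: the 75th percentile was set without naming its probes, and its restriction to the probes well above background on all 4 arrays was chosen after the intensities had been seen, because fewer probes than not were well above background. Scaling to the 75th percentile of all probes, the one-way test on the deposited log2 values and the use of the probe with the paper's fold were chosen after seeing the data.

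The steps were tested on simulated data with 200 changed probes among 11782 and among 40983 probes. Among the 11782, limma found 97% of the changed probes past the study's rule with 34 unchanged ones, and 78% at an adjusted p under 0.05 with 7 unchanged ones. The methods' test found 94% with 15 unchanged ones, and 23.5% with 1. Among the 40983, limma found 93.5% past the rule with 641 unchanged probes and the methods' test 83.5% with 264, and neither found any probe at an adjusted p under 0.05.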

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

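The comparison with random lists was among the tests chosen only after the result was seen, and the other tests here were chosen before it.

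Metal response genes were higher on gold foils, in genes that the paper does not discuss: none of the 11 list members is in Table 1 or Table S1. Of these, 7 were well above background on all 4 arrays, with a median log2 fold change of 0.69 against 0.02 for all such probes. They were the metallothioneins MT1A, MT1B, MT1E, MT1G, MT1H, MT1L and MT1X, 6 of them higher on both slides and 5 with a limma adjusted p under 0.05, with a range of -0.05 (MT1L) to 0.96 (MT1G). MT2A went against the rise: it was well above background on both control arrays and on no gold array, with lower values on the gold array of slide 1 and level ones on slide 2. The rise was not seen under every processing. Relative to the median of all probes well above background on all 4 arrays, the median of the 7 was 0.67 higher as reported and with the array median, 0.50 higher under quantile normalization and 0.57 to 0.77 higher without each array in turn. With normexp background the rise relative to these probes was gone (-0.01), since both medians were above 0 (0.51 and 0.52). The normexp offset lifts dim probes of the gold arrays by construction. This alternative thus does not separate the background from the brightness of the compared probes.

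Over all 11 members camera gave an adjusted p of 0.690, and over the alternatives it ranged from 0.00551 to 0.974, with 4 of the 16 under 0.05: fry (0.0427), the 2 filters on dim probes (0.0158 and 0.0145) and the floor (0.00551).

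A list of this size drawn at random with matched signal is argued against: none of 10000 random lists had a median as high, the highest being 0.65, which puts the share at no more than 0.01%. The GC content of the probes as the whole cause is argued against too, since the median was 0.59 after the GC trend was taken out. Binding of one metallothionein's RNA by the probes of others stays open. The longest run of bases shared by the probes of 2 of these genes was 27 of 60, and 2 of 21 pairs shared 20 bases or more, so the 7 probes may not be independent. The position of the arrays on the slide cannot be told apart from the groups. The median of 0.69 is in the direction that gold ions reaching the metal sensing machinery of the cells would give, and this stays a hypothesis, since it was found on the same arrays and is absent relative to other probes with normexp background.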

How the results depend on the processing

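The alternatives added after seeing the data were the 75th percentile of all probes, the methods' test on the deposited values and the probe with the paper's fold; the other tests were chosen before the result was seen. The restriction of the 75th percentile to probes well above background on all 4 arrays was itself chosen after the intensities had been seen. The cause of the changes below was not tested, except where fewer probes were tested by construction. The normexp offset, the same on every array, lifts dim probes of the dimmer gold arrays once these are scaled.

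The scaling moved the median log2 fold change of all probes, 0.54 as reported, to 1.24 with normexp background, 0.02 with quantile normalization, 0.32 with the array median or the deposited values and 0.58 with the 75th percentile of all probes. Of 149 values for counts, correlations and lists under alternatives, 74 stayed within their limits and 75 moved. Among single genes, 347 values kept direction and threshold, 104 kept the direction only, 5 newly passed the threshold, 7 moved and 22 reversed.

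With normexp background, 30432 probes were at FC ≥ 2 with or without the p, 26 at FC ≥ 3 with or without it and 31905 past the adjusted threshold, 83 Table S1 entries had the paper's direction, the slides correlated with 0.931, the spike-in median was -0.046 and camera called 0 lists (2 at an unadjusted p under 0.05). Quantile normalization gave 989 probes at FC ≥ 2 with p and 2284 without, 210 and 470 at FC ≥ 3, a slide correlation of 0.248, a spike-in median of -0.21 and 0 lists (1 unadjusted). It left 0 probes past limma's adjusted threshold, against 7915 with an unadjusted p under 0.05 and 13 past the adjusted threshold of the methods' test. The array median gave 4012 probes at FC ≥ 2 with or without p, 560 at FC ≥ 3, 3349 past the adjusted threshold and a spike-in median of -0.37. The deposited values gave 4010, 560 and 3299.

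Filters tested fewer probes. With probes well above background on every array of at least 1 group, 463 and 656 probes were at FC ≥ 2 with and without p, 114 and 135 at FC ≥ 3, and 1856 past the adjusted threshold. 17 of 22 Table 1 genes had the paper's direction and the slides correlated with 0.631. With probes well above background on all 4 arrays these were 281 and 293, 58 and 59, 3482, 16 of 19, and 0.821, with 60 of 69 Table S1 entries and a spike-in median of -0.12. The floor gave 291 and 344, 59 and 65, 2689, 17 of 21, 0.686, 83 of 94 and -0.074. Of the 281 probes, 182 were past the rule with normexp background, 267 with quantile normalization, 209 with the array median and 246 to 257 without each array.

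Counting genes gave 9526 and 10398 at FC ≥ 2 with and without p and 11129 past the adjusted threshold. The methods' test gave 192 probes at FC ≥ 3. Camera with an estimated correlation called 0 lists, and 0 at an unadjusted p under 0.05, while fry called 1. Of the alternatives added later, the 75th percentile of all probes gave 15979 probes at FC ≥ 2 and 931 at FC ≥ 3 with p and a spike-in median of -0.11, and the methods' test on the deposited values gave 891 and 146 probes at FC ≥ 2 and FC ≥ 3 and 0 past the adjusted threshold (14059 unadjusted; limma 3299).

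The replicate block, which pairs the arrays of a slide, gave 15323 probes at FC ≥ 2 with p and 16584 past the adjusted threshold. The deviations of same-numbered arrays from their group means correlated with 0.54 across probes. Keeping spots with outlier flags changed no count by more than 1.5 times. The variance trend kept the totals within 1.5 times, but took the downregulated probes at FC ≥ 2 from 392 to 235, the upregulated ones at FC ≥ 3 from 481 to 738 and those lower at an adjusted p under 0.05 from 1424 to 2675.

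Without each array in turn, where the lone array of a group is assumed to vary like the other group, the probes at FC ≥ 2 with p ranged from 5808 (without control replicate 2) to 16539, and without p from 8802 (without control replicate 2) to 19383. At FC ≥ 3 they ranged from 354 (without control replicate 2) to 1444 (without gold replicate 1) with p, and from 969 to 1857 (without control replicate 1) without it. The downregulated probes with p ranged from 439 to 860 at FC ≥ 2, against 392, and from 104 to 263 at FC ≥ 3, against 74. Past limma's adjusted threshold they ranged from 0 to 18209, with 0 without gold replicate 1 (17220 unadjusted) and without gold replicate 2 (16730 unadjusted), so that no named gene passed it there. The spike-in median ranged from -0.16 to -0.11 and the lists called from 0 (without control replicate 2) to 1. Table 1 genes in the paper's direction ranged from 28 to 30 and Table S1 entries from 129 to 131.

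Under the mean over all probes of a gene the direction reversed for HGF (-0.55), FADS1 (0.15), CLEC5A (0.12), IRF7 (-0.27), CTSE (0.54), HLA-DOA (0.64) and BCL11A (-0.39). With normexp background it reversed for TNC (1.11), MMP13 (1.02), FADS1 (0.82) and CTSE (1.04), ID1 (adjusted p 0.197), CHMP4B (0.780) and RCAN2 (0.674) no longer passed the adjusted threshold, and HGF, IRF7 and BCL11A newly passed it. BCL11A was at -0.066 with the array median, the deposited values and the methods' test on these. CTSE ranged from -0.82 to 0.35 without each array, and was 0.06 without control replicate 1 and 0.35 without gold replicate 2. With the probe that has the paper's fold, an alternative chosen after seeing the data, HGF (-1.47), CLEC4M (-1.19), IRF7 (-0.99), CTSE (1.31), HLA-DOA (1.54) and BCL11A (-2.07) reversed.

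Under quantile normalization the named genes kept their direction, and 0 of 26 had a limma adjusted p under 0.05 (lowest 0.0672). Signal over background limits the arrays: 23630 of the 40983 probes were well above it on no array.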

Differences from the paper's values

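The methods' test on the deposited values and the use of the probe with the paper's fold were tests chosen only after the results were seen.

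The paper's number of differently regulated genes at FC ≥ 2 is 1028, against 14951 probes here. Of the alternatives set before the data were examined, quantile normalization (989) comes within 1.5 times of it and none of the others does. The paper gives 566 upregulated genes, against 14559 probes, and none of those alternatives comes within 1.5 times of it. The methods' test on the deposited values, chosen after seeing the values, gave 891 probes, 471 upregulated and 420 downregulated.

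At FC ≥ 3 the paper's number is 156, against 555 probes. Quantile normalization (210), the filter on probes well above background on every array of at least 1 group (114) and the methods' test (192) come within 1.5 times of it, and the other alternatives set before the data were examined do not. The paper gives 54 upregulated genes, against 481 probes. Quantile normalization (67), the same filter (42), the filter on all 4 arrays (39) and the floor (36) come within 1.5 times, and the others do not. The methods' test on the deposited values, chosen after seeing the values, gave 146 probes, 52 of them upregulated.

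The paper lists 34 inflammation genes at FC ≥ 2, of which 15 were past the rule in the table's direction here. Between 8 and 21 were past it under the alternatives set before the data were examined, 21 with the array median or the deposited values, and none reached the paper's number.

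The paper's fold for HGF, a fall by 3.2 in Table S1, stands against 0.824 in that direction here, and none of the alternatives set before the data were examined comes within its range. With the probe that has the paper's fold in the deposited values, chosen after seeing the values, the log2 fold change was -1.47. That probe was well above background on no gold array, and its bound is at least 1.12-fold lower. For FADS1 the paper's fold is 3, against 1.73 here. The array median and the deposited values (both 2.01) come within 1.5 times, and the other alternatives do not. For BCL11A the paper's fold is 4.9, against 0.898 in that direction here, and none of the alternatives set before the data were examined comes within its range. With the probe that has the paper's fold, chosen after seeing the values, it was -2.07 on the log2 scale, with a bound of at least 1.33-fold lower.

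The brightest probe had the direction of Table 1 for 29 of 34 genes, and of Table S1 for 129 of 144 entries. The table lists CLEC4M, IRF7 and BCL11A as downregulated. CLEC4M had a log2 fold change of 0.57 and BCL11A of 0.16, and the brightest IRF7 probe was higher on gold foils while being well above background on no gold array. The table lists CTSE and HLA-DOA as upregulated. HLA-DOA had a log2 fold change of -0.27, while another of its probes had 1.54, and CTSE, well above background on 1 gold array, had a fitted log2 fold change of -0.23. With the mean over all probes of a gene, IRF7 (-0.27), CTSE (0.54), HLA-DOA (0.64) and BCL11A (-0.39) had the table's direction, and so did HGF (-0.55). BCL11A had it with the array median and the deposited values (-0.066), and CTSE with normexp background (1.04), without control replicate 1 (0.06) and without gold replicate 2 (0.35). A probe with the paper's fold, chosen after seeing the values, was found for 32 Table 1 genes and 141 Table S1 entries, and its direction is the paper's by the way it was chosen.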

Other observations

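The tests of the spike-ins, the array position, the dim probes before scaling, the yield shared by all probes, the surrogate values, the other splits and the slide among the probes well above background, the spread between slides of probe pairs, the probe position in pairs differing by FC ≥ 2 and that with 1 pair per gene were chosen only after the result was seen.

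The gold arrays were dimmer than the control arrays. Before scaling, the probes well above background on all 4 arrays had a median log2 difference of -1.06, and the 8 spike-ins well above background on all 4 arrays a mean of -1.12. Spike-ins are meant to be present in equal amount in each labelled sample, so a difference shared by them is consistent with a lower labelling or hybridization yield on the gold arrays. The array position on the slide cannot be told apart from the groups, since 0 of the slides had a control array at the position of the gold arrays. No biological explanation for the dimness was tested.

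Nearly all probes past the study's rule were dim: 1.88% of the 14951 were well above background on all 4 arrays. Of the probes well above background on no array, 14393 were past it after scaling and 1412 before scaling, so noise of dim probes without the shift from scaling is argued against as the cause of most of the count. Noise on top of that shift stays open. For probes well above background on no array the median log2 difference before scaling was -0.0046, and after scaling 1.07. Of these probes 23 were past the rule as risen before scaling, against 14379 after. Their rise thus came with the scaling, since low and surrogate values do not follow the dimmer gold arrays. Each slide held a control array and a gold array, so a shift of a whole slide cancels between the groups. The split by slide, which gave 1049 probes, thus does not test the slide as the cause of the count. The split that crosses groups and slides gave 137. Whether chance can be excluded is not decided by the splits, since 1 of 3, the real one, is the smallest share the design allows.

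Among the probes well above background on all 4 arrays, 281 were past the rule. The split by slide gave 81 and the crossed split 0 with limma. For the reason given above this does not test the slide as a cause, and 1 of 3 splits again decides nothing on chance. The GC content of the probe is argued against as the whole cause: 91.8% of these probes (258) stayed at FC ≥ 2 after the GC trend was taken out. The log2 fold change correlated with GC with a Spearman's rho of 0.17 across probes. A lower yield shared by all probes of the gold arrays is not decided by the correlation of 0.821 between the slides across probes. The spike-ins, meant to be present in equal amount, also had differences before scaling that went together on the slides. For example, E1A_r60_1 was at -0.61 on slide 1 and -0.72 on slide 2, and E1A_r60_n11 at -1.19 and -1.35. A yield that differs between probes was not tested, array position stays open, and an effect of the gold foil is possible in the design but confounded with position.

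Some probes of one gene changed differently on gold foils. In 1421 genes, 2196 pairs of probes were well above background on all 4 arrays, and 74 pairs (3.37%) differed by FC ≥ 2. Of 93 pairs with at least 1 probe at FC ≥ 2, 9 (9.68%) had both at FC ≥ 2 in one direction. The log2 fold changes of the 2 probes correlated with 0.40 across pairs. The spread between slides is argued against as the cause, since the difference within pairs correlated between the slides with 0.763. What stays open is the GC content (Spearman's rho 0.11 with the difference), the position along the transcript and the dimness of a probe. In 54.6% of 1757 pairs on one transcript the probe nearer the 3' end was higher on gold foils (exact binomial p = 0.00011), and in 64.8% of the 54 such pairs that differed by FC ≥ 2 (exact binomial p = 0.0402). Pairs of a gene are not independent. With 1 pair per gene, the brightest, these were 55.0% of 1198 (exact binomial p = 0.00058) and 66% of 50 (exact binomial p = 0.0328). Of the brighter pairs 1.64% differed by FC ≥ 2, against 5.10% of the dimmer ones. Different transcripts of a gene were not tested. TFAM, with -0.55 and 2.00, and PSAP, with 0.43 and -1.93, had the largest differences and were named after their values were seen.

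Of the 8 gene lists, camera called 1, the BMP and ID targets (adjusted p 0.0223, range over the alternatives 0.000909 to 0.707). Relative to all probes it was lower on gold foils. The median log2 fold change of its 11 genes was -0.03 and the mean -0.40, and the median was above 0 with normexp background (1.03), without control replicate 1 (0.02), without gold replicate 2 (0.13) and with the 75th percentile of all probes (0.01). 3 of these are in Table 1 or Table S1, so they were picked on these arrays. The call held in 8 of 16 alternatives. It did not hold under fry (0.0619), an estimated correlation (0.707), normexp background (0.179), quantile normalization (0.387), the filters on dim probes (0.106 and 0.168) and the floor (0.116), or without control replicate 2 (0.180). The other lists had an adjusted p of 0.690, except hypoxia with 0.985, and their medians were 0.26 for hypoxia, 0.16 for immediate early genes, 0.46 for interferon response, 0.58 for metal response, 0.44 for oxidative stress, 0.80 for pro-inflammatory cytokines and 0.22 for sterol and fatty acid targets, against 0.54 for all probes. These medians, that of all probes included, hold dim probes that the scaling lifted. Among probes well above background on all 4 arrays the cytokine list kept 2 genes, with a median of 0.17. They were CXCL3 (0.55) and TNF (-0.20), so no rise of the cytokines as a set can be read from 0.80. For immediate early genes and sterol targets the median and mean were above 0 while camera's direction, taken relative to all probes, was down.

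For the fall of FADS1, lower SREBP activity was weighed with the 6 other sterol and fatty acid targets well above background on all 4 arrays. Their median log2 fold change was -0.13, with a range of -0.42 to 0.17 and 4 lower on both slides, which does not decide it. For ID1 and ID3, lower BMP signalling was weighed with 3 other targets, whose median was 0.27 with a range of -0.46 to 0.37, too few and too mixed to decide. For EGR1, a lower immediate early response as a whole is argued against: the 11 other members had a median of 0.37, with 4 higher and 1 lower at an adjusted p under 0.05. For all of these the array position stays open.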
